A study of Zea mays with 10 samples.

How the data were processed

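Small RNA of maize (Zea mays) plants of the inbred line B73, grown in a greenhouse without treatment, was measured in 10 libraries. They came from expanded leaf (leaf 5, 3 libraries), wrapped leaf (leaf 6, 3 libraries), pollen collected before 9 in the morning (3 libraries) and embryo taken 21 to 27 days after pollination (1 library). Per the labels' protocols, each sample pooled material of 3 to 4 plants, total RNA was extracted with Trizol, small RNA was isolated on a polyacrylamide gel, and libraries were made with Illumina's TruSeq kit for small RNA and run on a HiSeq instrument. The deposited values were raw counts, 1 table per library with each distinct read sequence (called a tag here) and the number of reads that had it. The tables held tags of 15 to 47 nt, kept tags read once and had no repeated tags. The labels name no trimming tool, quality filter, genome filter or contaminant filter, so what the authors removed before deposition is unknown. Removing adapters or a class of reads would change the shares of each length and the tags with a count of 0.

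Groups and replicate numbers were taken from the labels, which give no batch or date of sequencing, so batches could not be compared. The tables were joined by tag sequence, and a tag without a line in a library's table was given a count of 0 there. Shares of reads used all reads of a library as denominator. CPM stands for counts per 1000000 reads of the library and was computed here from the deposited counts. Library totals ran from 3199474 reads in embryo to 17976009 in wrapped leaf replicate 3, so that 3 reads, taken as the smallest detectable number, made up from 1.67e-05% to 9.38e-05% of a library. Shares of a single library are given with Wilson 95% intervals. These intervals and floors cover counting error only, since the reads carried no molecular identifiers.

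Tags were compared between each pair of leaf and pollen groups with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) on the deposited counts, with TMM scaling, in a fit of the 6 libraries concerned. Tags entered with at least 10 counts in at least 3 of the 6 libraries, and p was adjusted with the Benjamini-Hochberg method at a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. For each pair, the text names 2 tags per direction. These were the tags with the highest average CPM among those past the threshold that had a log2 fold change of at least 1 in size and all 3 libraries of one tissue above all 3 of the other. A tag that shared 16 consecutive bases with a tag already named for the pair was skipped. The most abundant tag of each tissue is named as well. This rule, the tests and most alternatives were set before the data were examined.

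Shares of 21-, 22- and 24-nt reads, first bases and distinct tags were compared over the 9 leaf and pollen libraries with an exact permutation test of the F statistic. It ran through all 280 distinct groupings of the 9 libraries into 3 groups of 3, and its smallest possible p is 0.00357. Pairs of tissues were compared with two-sided exact permutation tests, which cannot give a p under 0.1 with 3 libraries per group. Distinct tags were compared at equal depth, as the number expected when each library is reduced at random to 5253773 reads, the total of the smallest of the 9 libraries. Libraries were also correlated (Pearson) on log2(CPM + 1) over 54887 tags with at least 10 counts in at least 3 of the 9 libraries. Embryo had a single library and entered no test.

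The code was tested on simulated counts with 200 changed tags. In the design of the leaf comparison, edgeR recovered 1% of tags changed 4-fold and 91% of tags changed 16-fold, with 0 and 1 false calls. In the design of pollen against expanded leaf it recovered 35% and 100%, with 1 and 7 false calls. Data in which most tags change were not simulated, so these figures do not cover such a case. The simulation of 4-fold changes in the leaf design was run first, and the other simulations were added after its result was seen. The permutation test of the F statistic gave a p under 0.05 in 5.5% of simulated data without a difference.

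Alternatives were a fit over all 9 libraries, scaling by library size alone, DESeq2 1.42.0 (Wald test with its own size factors, with a local in place of a parametric dispersion trend where DESeq2 chose it), filters of 2 and of 50 counts, tags of 20 to 24 nt alone, the replicate number as a block, and each library left out in turn. For shares and distinct tags they were reads of 20 to 24 nt as denominator, distinct tags in place of reads, removal of the 10 most abundant tags of each library, a depth of 1000000 reads, permutation within replicate numbers, and each library left out in turn. For correlations they were Spearman's coefficient, a pseudocount of 0.1 CPM, a filter of 50 counts and 24-nt tags alone. Comparisons of genomic windows need a genome sequence, and those of annotated mature microRNAs need a list of their sequences. Neither was used here, so tags are reported by sequence and count, without position or name. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.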

Results

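The 10 libraries held 71789249 reads of 11333385 distinct tags, of which 1958670 were counted in at least 2 libraries and 3136 in all 10. Expanded leaf replicates 1 to 3 had 7522011, 5949822 and 5784510 reads. Wrapped leaf replicates 1 to 3 had 5392282, 7675526 and 17976009 reads, and pollen replicates 1 to 3 had 5253773, 6010501 and 7025341. The embryo library was the smallest, with 3199474 reads. Tags counted once made up 78.0% to 85.3% of the distinct tags of the 9 leaf and pollen libraries and 45.4% of those of embryo. The series describes the small RNA content of 4 tissues of untreated plants, so the comparisons are between tissues: 2 stages of leaf (expanded leaf 5 and leaf 6, still wrapped) and pollen, with embryo described beside them.

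Replicates were first compared with each other. Across 54887 tags, the correlation of log2(CPM + 1) averaged 0.914 between libraries of one tissue and 0.0464 between libraries of different tissues. The difference of 0.867 was the largest of the 280 groupings of the 9 libraries (exact permutation p = 0.00357, the smallest possible). The alternatives that moved it most left out a pollen library, and gave 0.451, 0.448 and 0.451 without replicates 1, 2 and 3. The filter of 10 counts in 3 libraries was applied again there. Tags found in pollen alone could then not enter, so part of this change can come from the tags admitted. Most of the difference separated pollen from leaf. Correlations of pollen with leaf libraries ran from -0.388 to -0.195, those between the leaf stages from 0.668 to 0.882, and those within wrapped leaf from 0.900 to 0.935. Among the 6 leaf libraries alone the difference was 0.0795 (exact permutation p = 0.1, the smallest possible with 10 groupings). Expanded leaf replicate 1 stood apart: it correlated at 0.801 and 0.804 with its replicates, which correlated at 0.931 with each other and at 0.845 to 0.882 with wrapped leaf. Chi-square per tag between replicates of one tissue ran from 6.10 to 96.8, above sampling noise in every pair, and no 2 libraries were treated as 1 sample.

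Plant small RNAs of 21, 22 and 24 nt are the lengths made by Dicer-like enzymes, and their shares of reads were compared over the 3 replicated tissues. The 21-nt share was 11.4% ± 1.43 in expanded leaf, 7.54% ± 1.14 in wrapped leaf and 6.38% ± 0.350 in pollen (SD, n = 3 each). It differed between tissues in the exact permutation test (p = 0.00714, adjusted p = 0.01 over the family of 7 such tests). With the replicate number as a block, the pairing being taken from the labels, permutation within replicate numbers gave an exact p of 0.0556 in place of 0.00714. On average the numbers did not visibly pair the libraries. Deviations from the tissue means correlated on average at -0.012 between same-numbered leaf libraries and at 0.009 between leaf libraries with different numbers. The corresponding averages were 0.009 and -0.004 for pollen with expanded leaf and -0.014 and 0.007 for pollen with wrapped leaf. Single same-numbered leaf pairs ran from -0.253 to 0.239 and differently numbered ones from -0.272 to 0.261. Because deviations sum to 0 within a tissue, the averages for same and different numbers are tied and are not separate evidence. Wrapped leaf was lower than expanded leaf by a difference of -3.90 points ± 1.06 (SE) and pollen by -5.05 ± 0.852, with no overlap of the 3 and 3 libraries in either case (exact permutation p = 0.1, the smallest possible). Paired by number these mean differences were the same, and all 3 pairs had the same sign (exact sign-flip p = 0.25, the smallest possible). Pollen and wrapped leaf overlapped (-1.15 ± 0.689, exact permutation p = 0.2). The alternative that moved the 21-nt differences most was the use of 20- to 24-nt reads as denominator (-15.7 points for pollen against expanded leaf). When distinct tags were counted in place of reads the direction changed, and pollen was above expanded leaf by 0.826 points and above wrapped leaf by 2.10.

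The 22-nt share was 7.73% ± 1.09 in expanded leaf, 5.49% ± 0.427 in wrapped leaf and 12.4% ± 0.265 in pollen (SD, n = 3 each; exact permutation p = 0.00357, adjusted p = 0.00625). Within the replicate block the exact p was 0.0278, the smallest it allows. Pollen exceeded expanded leaf by 4.71 points ± 0.648 (SE) and wrapped leaf by 6.95 ± 0.290, and wrapped leaf differed from expanded leaf by -2.24 ± 0.677, each without overlap (exact permutation p = 0.1 each). The 24-nt share was 15.9% ± 2.30 in expanded leaf, 17.5% ± 4.09 in wrapped leaf and 26.3% ± 1.40 in pollen (SD, n = 3 each; exact permutation p = 0.025, adjusted p = 0.0292). Pollen was above expanded leaf by 10.4 points ± 1.55 (SE) and above wrapped leaf by 8.84 ± 2.50, without overlap (exact permutation p = 0.1 each). The leaf stages differed by 1.61 ± 2.71, less than the spread between replicates (exact permutation p = 0.7). The 24-nt result did not hold within the replicate block (exact permutation p = 0.111), when any pollen library was left out (0.0607 for each), without the 10 most abundant tags of each library (0.114) or for distinct tags (0.739), where 24 nt made up 47.9% ± 5.82 in expanded leaf, 45.8% ± 3.86 in wrapped leaf and 48.4% ± 2.38 in pollen (SD, n = 3 each). Over the 7 measures, 21 comparisons of pairs were made, and the adjusted p of those at 0.1 was 0.117.

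**Figure D1:**
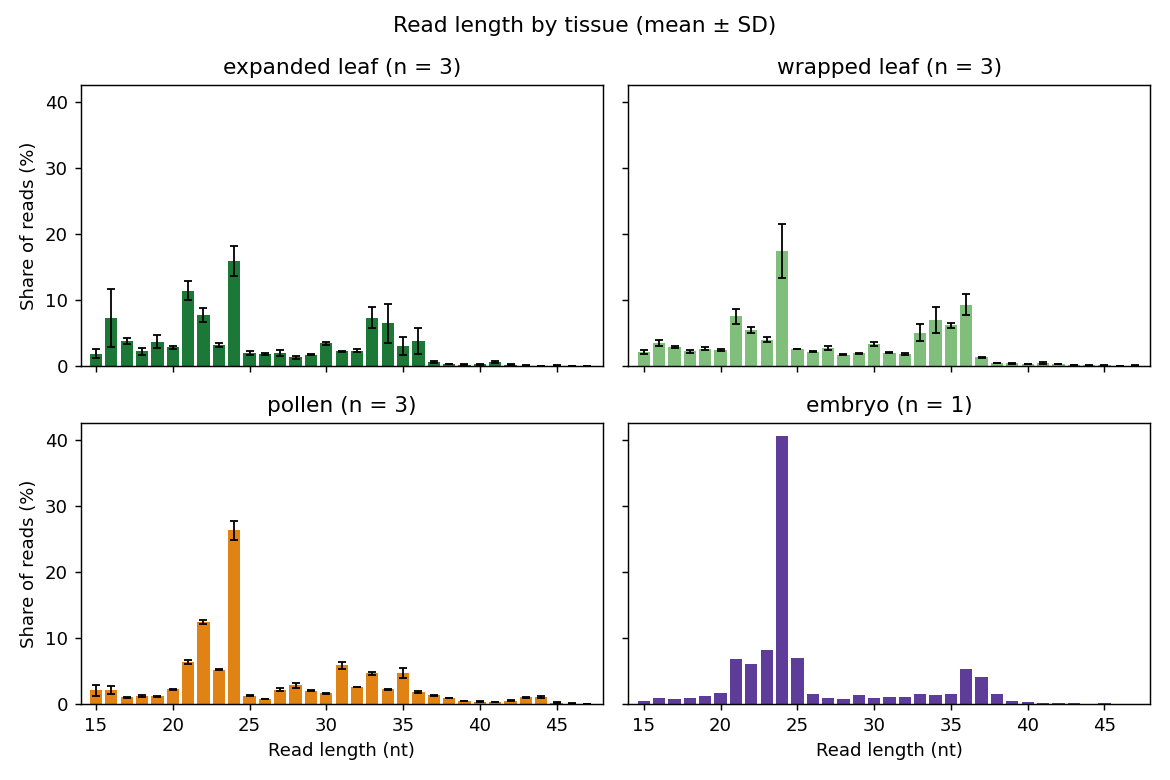
Share of reads (%) against read length (nt) in expanded leaf, wrapped leaf, pollen (bars, mean; whiskers, SD of 3 libraries) and embryo (1 library, no whiskers). The 24-nt bar is the highest in each tissue, at 15.9%, 17.5%, 26.3% and 40.6%, and a broad group of reads lies at 30 to 36 nt.

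The first base was compared because it is linked to the Argonaute protein that binds a plant small RNA. Of the 21-nt reads, 74.4% ± 3.79 started with T in expanded leaf, 63.96% ± 5.03 in wrapped leaf and 40.4% ± 1.503 in pollen (SD, n = 3 each; exact permutation p = 0.00357, adjusted p = 0.00625). Of the 22-nt reads, 19.3% ± 0.444, 21.1% ± 0.680 and 26.8% ± 0.434 did so (SD, n = 3 each; exact permutation p = 0.00357, adjusted p = 0.00625). All 3 pairs of tissues were free of overlap in both measures (exact permutation p = 0.1 each). The order of the tissues for 22-nt reads reversed with distinct tags, where pollen was below expanded leaf by a difference of -4.19 points, and without the 10 most abundant tags of each library (-4.12), alternatives added for pairs of tissues after the data were seen. One 22-nt tag that starts with C, CTAACGAACGAACGATTTGAAC, had 29290 CPM in expanded leaf, 16170 in wrapped leaf and 0 reads in pollen. It lowers the share of T in the leaf libraries, and its 0 in pollen carries the limit on counts of 0 given below. Removal of this tag alone was not tested, so the order of the tissues in this share may rest on few tags. Of the 24-nt reads, 49.7% ± 0.492, 48.5% ± 0.168 and 49.5% ± 0.682 started with A, a difference that did not pass the threshold (SD, n = 3 each; exact permutation p = 0.0893). Within the replicate block the exact permutation p was 0.0278 for both shares of T and 0.194 for A, with the pairing taken from the labels. Between pairs of tissues, wrapped leaf was lower than expanded leaf by a difference of -1.15 points ± 0.2999 (SE) and pollen was above wrapped leaf by 1.04 ± 0.405, both without overlap (exact permutation p = 0.1 each). Pollen and expanded leaf overlapped (-0.113 ± 0.485, exact permutation p = 0.8). The comparison of A over the 3 tissues passed the threshold with distinct tags and without the 10 most abundant tags (exact permutation p = 0.00357 in both). It also passed without pollen replicate 1 (exact permutation p = 0.0357) and without pollen replicate 3 (0.0179). The other first bases of 24-nt reads entered no test. T began 16.1% ± 0.511 of them in expanded leaf, 15.1% ± 0.568 in wrapped leaf and 24.6% ± 1.13 in pollen (SD, n = 3 each). G began 20.4% ± 0.275, 20.02% ± 0.641 and 12.5% ± 0.425. The result for A thus does not show that first bases were alike. Among distinct 24-nt tags the shares of T lay closer, at 11.56% to 11.72%, 12.96% to 13.61% and 13.75% to 14.36%.

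**Figure D2:**
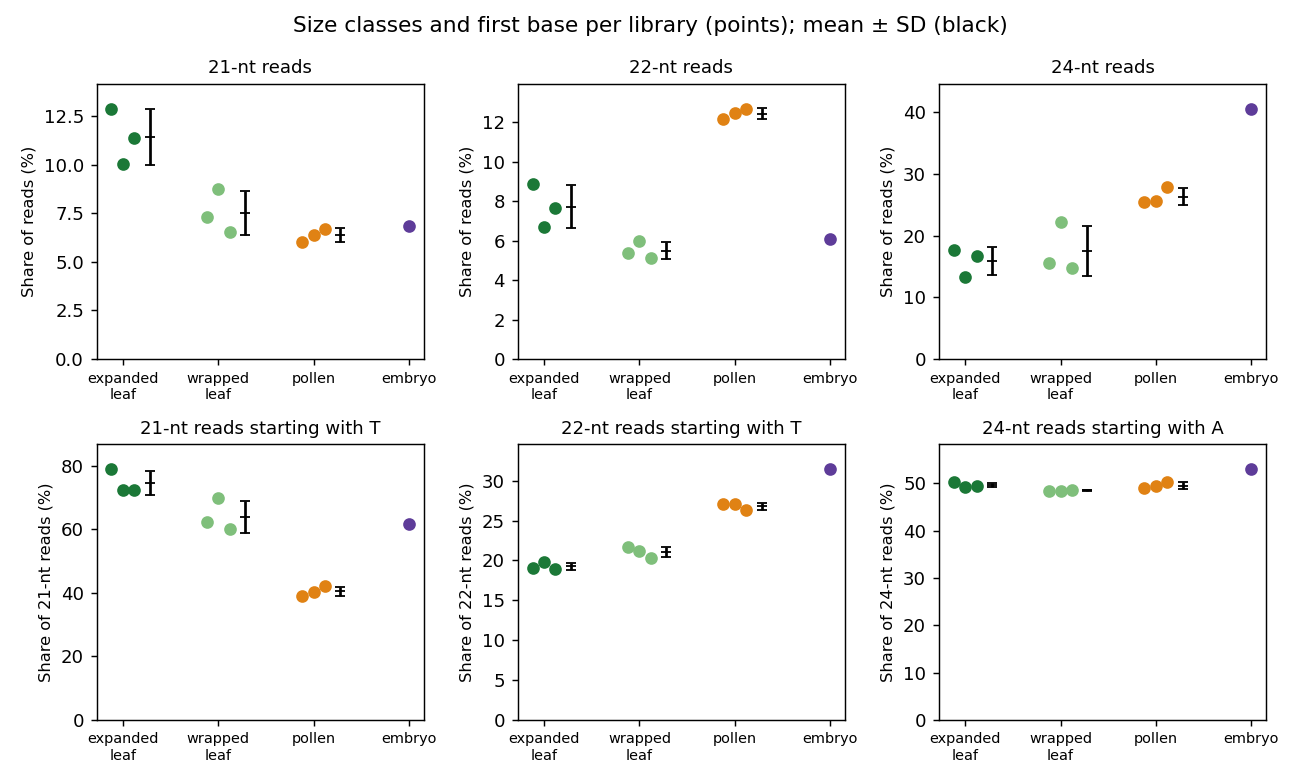
Share of reads of 21, 22 and 24 nt (upper panels, % of all reads of the library) and share of these reads with the named first base (lower panels, % of the reads of that length). Points are libraries and black marks are the mean ± SD of 3 libraries; embryo has 1 library. The 3 pollen libraries lie at 12.2% to 12.7% for 22-nt reads, above all 6 leaf libraries.

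At an equal depth of 5253773 reads, expanded leaf had 1041200 ± 81857 distinct tags, wrapped leaf 1254960 ± 151149 and pollen 1490040 ± 47140 (SD, n = 3 each). The tissues differed (exact permutation p = 0.00357, adjusted p = 0.00625, and 0.0278 within the replicate block) and no pair of tissues overlapped at this depth. At a depth of 1000000 reads pollen and wrapped leaf overlapped, with 357101 distinct tags in wrapped leaf replicate 2 and 346710 to 367787 in the pollen libraries, and at 3199474 reads that library had 952268 against 945831 in pollen replicate 2. The alternatives that moved this p most left out a pollen library (exact permutation p = 0.0393 for each). Wrapped leaf had 213764 ± 99241 (SE) more distinct tags than expanded leaf, and pollen had 448837 ± 54537 more than expanded leaf and 235073 ± 91412 more than wrapped leaf (exact permutation p = 0.1 each).

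Between the leaf stages 34325 tags were tested, which held 59.7% to 76.5% of the reads of the 6 libraries. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1077 tags were higher and 814 lower in wrapped leaf than in expanded leaf, 5.51% of those tested, while 8605 had an unadjusted p under 0.05. The called tags changed by a median of 2.88 and by at least 1.56 on the log2 scale, and in each of them all 3 libraries of one stage lay above all 3 of the other. This count depended on the model and on single libraries. With the replicate number as a block, the pairing being taken from the labels, 0 tags passed in either direction and 6398 had an unadjusted p under 0.05. Deviations of same-numbered leaf libraries correlated on average at -0.012, with single pairs from -0.253 to 0.239. Leaving out any 1 wrapped leaf library also gave 0 tags, with 3410 to 4336 at an unadjusted p under 0.05. The largest change came from DESeq2, which called 3922 higher and 2592 lower. The direction with more tags was not stable either, since tags of 20 to 24 nt alone gave 366 higher and 795 lower. The called tags were few among the reads: those higher in wrapped leaf held 0.695% of its reads, and those lower held 4.65% of the reads of expanded leaf. Of the lower tags, 18.8% were 21 nt and 20.6% were 22 nt long, against 6.36% and 10.6% of the tested tags. Of the higher tags, 4.92% were 21 nt and 4.09% were 22 nt, and 21.2% had 25 to 29 nt, 24.4% had 30 to 36 nt and 11.1% had 37 to 47 nt.

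In wrapped leaf, the 29-nt tag CCGTTGTAGTCTAGCTGGTCAGGATACTC rose from 57.8 ± 9.01 to 273.5 ± 114 CPM (SD, n = 3 each; log2 fold change 2.18, SE 0.474, edgeR adjusted p = 0.0426). The 16-nt tag GGGAGGCCCGCGCGAC rose from 27.9 ± 17.6 to 210.0 ± 39.3 CPM (log2 fold change 2.89, SE 0.650, edgeR adjusted p = 0.0457). In the other direction, the 33-nt tag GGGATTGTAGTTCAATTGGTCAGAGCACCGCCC went from 20410 ± 3789 CPM in expanded leaf to 4756 ± 1381 in wrapped leaf (log2 fold change -2.16, SE 0.433, edgeR adjusted p = 0.0374). The 32-nt tag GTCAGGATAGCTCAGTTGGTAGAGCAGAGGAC went from 3958 ± 820 to 870.4 ± 152 CPM (log2 fold change -2.24, SE 0.442, edgeR adjusted p = 0.0365). None of the 4 passed the threshold with the replicate block, whose pairing is taken from the labels, or when expanded leaf replicate 2 or any wrapped leaf library was left out. Without expanded leaf replicate 3, 2 of the 4 failed, and all 4 did when the tags tested with 6 libraries were kept. With a filter of 2 counts and with one of 50 counts, all but the 16-nt tag failed; the 16-nt tag failed with scaling by library size alone, and the 33-nt tag in the fit over all 9 libraries. The 16-nt tag had 0 reads in pollen and embryo, and the 29-nt and 32-nt tags had 0 in embryo.

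Between pollen and expanded leaf 35492 tags were tested. By edgeR's quasi-likelihood test 20805 were higher and 12416 lower in pollen, together 93.6% of those tested, with a median log2 change of 7.22 in size. One fit over all 9 libraries, which tested 54887 tags, gave 20752 higher and 29912 lower, so the direction with more tags depended on which tags were tested. With the replicate block from the labels' numbers the counts were 20700 and 12328, and same-numbered libraries deviated together at an average correlation of 0.009. Between pollen and wrapped leaf 42981 tags were tested, of which 21070 were higher and 19868 lower in pollen, or 95.2%. The block gave 20867 and 19759, with an average correlation of -0.014 between same-numbered libraries. TMM scaling takes most tags as unchanged, which is doubtful where 93.6% and 95.2% were called. The TMM factors were 0.850 to 0.958 in expanded leaf against 1.02 to 1.23 in pollen. They were 0.689 to 0.840 in wrapped leaf against 1.14 to 1.44 in pollen. Fold changes of pollen are thus shifted downward from what the CPM alone give. Scaling by library size alone gave 21144 higher and 12096 lower than in expanded leaf, and 21924 and 19259 against wrapped leaf. Many of the called tags had no reads in the other tissue: 14275 of the tags higher in pollen than in expanded leaf were at 0 in all 3 expanded leaf libraries, and 7018 of the lower ones were at 0 in all 3 pollen libraries. A count of 0 was not read as absence, since 355 of 18089 counts were 0 in 1 replicate where both other replicates of the tissue had at least 20 CPM. When only tags counted in all 6 libraries were tested, an alternative chosen after the data were seen, 8172 tags remained, of which 3028 were higher and 3146 lower in pollen than in expanded leaf. Against wrapped leaf the corresponding counts were 8208 tested, 3214 higher and 3152 lower. The 22-nt class made up 24.03% of the tags higher in pollen than in expanded leaf and 12.7% of the lower ones. Against wrapped leaf these shares were 24.2% and 7.61%.

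**Figure D3:**
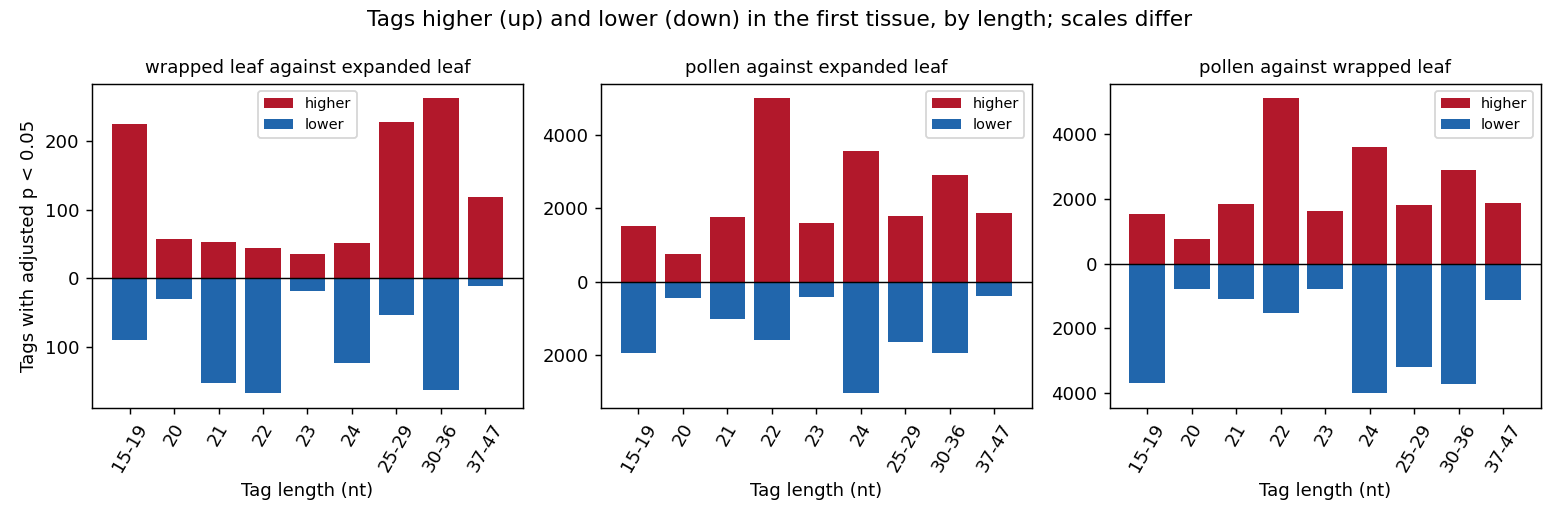
Number of tags with an edgeR adjusted p under 0.05 by tag length (nt) for the 3 pairs of tissues, with tags higher in the first-named tissue above the zero line and lower ones below it; the vertical scales differ. In wrapped against expanded leaf, 153 tags of 21 nt and 168 of 22 nt were lower while 53 and 44 were higher; in pollen against expanded leaf, 4999 tags of 22 nt were higher and 1578 lower.

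The most abundant pollen tag, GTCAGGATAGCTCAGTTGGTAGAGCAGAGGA (31 nt), had 39110 ± 4375 CPM in pollen, 126.1 ± 26.5 in expanded leaf, 33.7 ± 7.83 in wrapped leaf (SD, n = 3 each) and 0 reads in embryo. Its log2 fold change was 7.98 (SE 0.746, edgeR adjusted p = 2.39e-05) against expanded leaf and 9.51 (SE 0.734, edgeR adjusted p = 4.79e-10) against wrapped leaf. It forms the first 31 bases of the 32-nt tag named above, which had 4398 ± 597 CPM in pollen and 3958 ± 820 in expanded leaf. The 28-nt tag TGCAAATCTAACGAAGTGCTCCTGGACG had 17660 ± 3573 CPM in pollen and 0 reads in the 6 leaf libraries (log2 fold change 19.59, SE 1.16, edgeR adjusted p = 1.66e-05 against expanded leaf). In the other direction, the 22-nt tag CTAACGAACGAACGATTTGAAC had 29290 ± 5390 CPM in expanded leaf, 16170 ± 2016 in wrapped leaf and 0 reads in the 3 pollen libraries and in embryo (log2 fold change -20.64, SE 1.29, edgeR adjusted p = 1.80e-05 against expanded leaf). For tags at 0 the size of the fold change rests on the small count that edgeR adds. So does the SE, which is computed from that size and does not measure precision there. The limit on reading a 0 given above applies to these tags.

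The most abundant tag of expanded leaf, the 21-nt TCGGACCAGGCTTCATTCCCC, had 43700 ± 7625 CPM there, 25840 ± 8602 in wrapped leaf and 8702 ± 1663 in pollen (SD, n = 3 each), and 27970 CPM in embryo. It was lower in pollen than in expanded leaf (log2 fold change -2.62, SE 0.627, edgeR adjusted p = 0.00265) and than in wrapped leaf (log2 fold change -2.24, SE 0.556, edgeR adjusted p = 0.000736), while its difference between the leaf stages did not pass edgeR's threshold (log2 fold change -0.83, edgeR adjusted p = 0.234) and passed that of DESeq2 (log2 fold change -0.76). The most abundant tag of wrapped leaf, the 36-nt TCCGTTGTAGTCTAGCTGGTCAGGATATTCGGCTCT, had 37510 ± 12680 CPM there, 14730 ± 8833 in expanded leaf, 1010 ± 676 in pollen and 12.2 in embryo. Its log2 fold change was -5.89 in pollen against wrapped leaf (SE 0.759, edgeR adjusted p = 2.53e-07) and 1.35 between the leaf stages (edgeR adjusted p = 0.198), where it passed the threshold with DESeq2 alone (log2 fold change 1.45). The 36-nt tag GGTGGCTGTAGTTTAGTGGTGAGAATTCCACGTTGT was the most abundant in embryo, with 43720 CPM, and had 26160 ± 739 CPM in wrapped leaf, 10090 ± 5175 in expanded leaf and 1398 ± 828 in pollen (SD, n = 3 each).

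Embryo was a single library, and its values carry no replicate error and were not tested against the other tissues. Reads of 24 nt made up 40.6% (Wilson 95% interval 40.5% to 40.6%), reads of 21 nt 6.86% (6.84% to 6.89%) and reads of 22 nt 6.07% (6.04% to 6.09%). Of its 21-nt reads 61.6% (61.3% to 61.8%) started with T, of its 22-nt reads 31.4% (31.2% to 31.6%) started with T, and of its 24-nt reads 53.0% (52.9% to 53.0%) started with A. The 24-nt share lay above the highest of the 9 other libraries, 27.96% in pollen replicate 3. At the embryo's own depth of 3199474 reads it had 181119 distinct tags, while the 9 other libraries reduced to that depth had 651127 to 1006362.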

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

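Of the tests in this part, the one of embryo tags with a count of 0 was chosen only after the result was seen; the others were written down before their results were known, with limits chosen for this work. The patterns concern the embryo library and the shares of reads longer than the 21-, 22- and 24-nt classes. Neither was tested between tissues, though single tags of these longer lengths did enter the tests of tags between tissues.

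Embryo reads of 25 nt made up 7.07% of the library (Wilson 95% interval 7.04% to 7.10%) and reads of 23 nt 8.26% (8.23% to 8.29%). The leaf and pollen libraries had 1.28% to 2.59% of 25-nt reads and 2.98% to 5.28% of 23-nt reads. A few abundant tags did not account for the 25-nt reads, since without the 10 most abundant 25-nt tags the share was 6.75%, against 1.13% to 2.07% in the other libraries treated the same way. An extra base at the 3-prime end of 24-nt tags could not be excluded. Of the embryo's 25-nt reads 4.62% began with a more abundant 24-nt tag, against 9.63% to 15.3% elsewhere, but embryo listed 80576 distinct 24-nt tags and the other libraries 467497 to 1337345, so fewer matches would be found in either case. Neither test was run for the 23-nt reads. With 1 embryo library, a property of the tissue cannot be told apart from one of this library's preparation, sequencing or filtering before deposition, and no biological explanation was tested.

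The embryo library held 181119 distinct tags in 3199474 reads, 17.7 reads per distinct tag, while the other libraries had 3.53 to 5.73. Depth was not the reason, since the other libraries reduced to the same number of reads kept 651127 to 1006362. The most abundant tags were not the reason either: without the 10 most abundant tags of each library, embryo had 181109 distinct tags against 704894 to 1015652 at equal depth. Removal of reads with sequencing errors was tested on 1-base variants of the most abundant 21-nt tag. Embryo had 2.48 such reads per 100 reads of the tag, within the range of 2.40 to 3.36 in the other libraries, so errors in this tag had not been removed. If reads had been amplified from few molecules, the deficit would be found at every length. Embryo had the fewest distinct tags at 20 of the 22 lengths from 15 to 36 nt, the exceptions being 16 and 31 nt, and the deficit was largest at 24 nt, where it had 0.154 times the number of the lowest other library. This does not separate a bottleneck in amplification, which may have acted on most lengths, from a tissue with fewer kinds of small RNA.

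Tags missing from the embryo table as a whole are another candidate explanation for its low number. Of the 193 tags at 20 CPM or more in all 9 leaf and pollen libraries, 56 (29.02%, Wilson 95% interval 23.1% to 35.8%) had a count of 0 in embryo. The same measure was 0% to 0.5% for each of the 9 libraries against the other 8. That comparison is not a fair one, because each of the 9 had replicates of its own tissue among the libraries that defined the tags and embryo had none. Real differences between tissues therefore remain open beside filtering.

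Reads of 30 to 36 nt made up 13.0% (Wilson 95% interval 13.0% to 13.1%) of the embryo library, the lowest, and 38.8% (38.8% to 38.9%) of wrapped leaf replicate 3, the highest of the 10. These lengths lie above those of the Dicer products compared in the report. They were partly made of few sequences: the 10 most abundant tags of these lengths held 44.3% to 51.2% of such reads in each library. The mark for a few tags holding most of them had been set at over 50% in every library and was not met, since most libraries lay under it. Whether they are fragments of longer RNAs was not tested, since tags were not matched to annotated genes, and no biological explanation was tested.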

How the results depend on the processing

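Thinning to equal depth, the restriction to tags counted in all 6 libraries, the leave-one-out fits that kept the tested tags, and all alternatives for pairs of tissues in first bases and in distinct tags were chosen after the data were seen; the other alternatives were set before. Where no cause is given, the cause was not tested.

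Among the tests over the 3 tissues, the 22-nt share, both shares starting with T and the number of distinct tags stayed past 0.05 under every alternative run, with exact permutation p from 0.00357 to 0.0393, but this test ignores direction, which reversed for 22-nt reads starting with T. The 21-nt share did so in all but the permutation within replicate numbers (0.0556). The 24-nt share lost its place with distinct tags (0.739), without the 10 most abundant tags (0.114) and within replicate numbers (0.111), and gave 0.0179 to 0.0607 when single libraries were left out, with 0.0607 for each pollen library. The share of 24-nt reads starting with A passed with distinct tags and without the 10 most abundant tags (0.00357 each). With single libraries left out its p ran from 0.0179 to 0.168, and it passed without pollen replicate 1 (0.0357) or 3 (0.0179). The excess of within-tissue over between-tissue correlation stayed between 0.448 and 1.02.

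With reads of 20 to 24 nt as denominator, the 21-nt difference was -7.41 points (wrapped minus expanded leaf), -15.7 (pollen minus expanded leaf) and -8.29 (pollen minus wrapped leaf). The 22-nt difference was then -3.82 for the leaf stages and 8.66 for pollen minus wrapped leaf, and the 24-nt difference 8.42 for the leaf stages and 2.997 for pollen minus wrapped leaf. With distinct tags, the 21-nt differences were -1.27, 0.826 and 2.10, the last 2 reversed; the 22-nt differences were -1.25, 7.11 and 8.36; and the 24-nt differences were -2.12, reversed, 0.508 and 2.62. Without the 10 most abundant tags the 21-nt differences were -1.92, -1.51 and 0.406, the last reversed. The 22-nt differences of pollen were then 8.37 and 9.95, and its 24-nt difference from expanded leaf 8.17. With single libraries left out, the 24-nt difference of the leaf stages ran from -0.743 (reversed, without wrapped leaf replicate 2) to 2.98. The 21-nt difference of pollen from wrapped leaf then ran from -1.66 (without wrapped leaf replicate 3) to -0.533 (without wrapped leaf replicate 2).

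With distinct tags, the differences in 21-nt reads starting with T were -3.98 points (wrapped minus expanded leaf), -5.97 (pollen minus expanded leaf) and -2.00 (pollen minus wrapped leaf). Without the 10 most abundant tags those of pollen were -21.4 and -14.7. For 22-nt reads starting with T all 3 differences reversed in both cases, to -1.64, -4.19 and -2.54 with distinct tags and to -1.08, -4.12 and -3.03 without the 10 most abundant tags. For 24-nt reads starting with A, distinct tags gave -3.27, 0.602 (reversed) and 3.87, and removal of the 10 most abundant tags gave 3.24 (reversed) for pollen minus expanded leaf and 4.39 for pollen minus wrapped leaf. With single libraries left out, the difference of pollen from expanded leaf in this share ran from -0.482 to 0.190. It was 0.160 without expanded leaf replicate 1 and 0.190 without pollen replicate 1, both reversed. The difference of pollen from wrapped leaf ran from 0.669 (without pollen replicate 3) to 1.34 (without pollen replicate 1). The differences in distinct tags kept their sign. At 1000000 reads they were 52029, 96260 and 44231, where smaller differences follow from the lower depth. With tags of 20 to 24 nt alone those of pollen were 199131 and 38251, and without the 10 most abundant tags that of pollen from expanded leaf was 353630. With single libraries left out, the difference between the leaf stages ran from 126506 (without wrapped leaf replicate 2) to 260184 (without expanded leaf replicate 3).

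The count of tags that differed between the leaf stages (1077 higher, 814 lower) was the least stable. It was 3922 and 2592 with DESeq2, and 0 and 0 with the replicate block (6398 at an unadjusted p under 0.05). A filter of 2 counts gave 2830 higher and 977 lower, a filter of 50 counts 112 and 41, and thinning 798 and 539. Tags of 20 to 24 nt alone gave 366 higher and 795 lower, and tags counted in all 6 libraries gave 1253 and 1359, so that lower tags prevailed in both. Leaving out 1 library gave 0 to 1225 higher and 0 to 527 lower when the filter was applied again, and 0 to 1294 and 0 to 657 on the tested tags. The 3 fits without a wrapped leaf library gave 0 in both versions, with 3410 to 6561 tags at an unadjusted p under 0.05. In simulated data with 200 changed tags among 34325, 4-fold changes were recovered in 1% of cases and 16-fold changes in 91%; recovery with a larger share of changed tags was not tested.

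For pollen at least 2224 tags were called in each direction under every alternative run, but which direction had more tags changed. One fit over all 9 libraries gave 20752 higher and 29912 lower than in expanded leaf, and 21473 and 30006 against wrapped leaf, so that lower tags prevailed in both. A filter of 2 counts gave 81310 higher and 62911 lower than in expanded leaf, and 82414 and 107984 against wrapped leaf, where lower tags prevailed. A filter of 50 counts gave 4790 and 2606, and 4838 and 4076. Tags of 20 to 24 nt gave 12675 and 6682, and 12883 and 8356. Tags counted in all 6 libraries gave 3028 and 3146, with lower tags prevailing, and 3214 and 3152. Leaving out 1 library with the filter applied again gave 2224 to 19278 higher and 2774 to 11037 lower than in expanded leaf, and 2648 to 19182 and 2624 to 18831 against wrapped leaf. Lower tags prevailed in each of these fits without a pollen library. This version was run first. Requiring 10 counts in 3 of 5 libraries removes tags found in the shortened tissue alone, and for this reason the fits were repeated on the tested tags after these counts were seen. They then gave 20229 to 20856 and 12121 to 12686, and 20192 to 21103 and 19685 to 20213, where lower tags prevailed without wrapped leaf replicate 1 (20192 higher, 20213 lower).

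For single tags 19 fold changes were followed through 372 refits. Their direction held in all, with 57 weaker and 7 stronger, and 50 of the weaker and all 7 stronger cases belonged to the leaf comparison. The other weaker cases were 4 in pollen against expanded leaf and 3 in pollen against wrapped leaf. Among them were 2 without pollen replicate 1 and 3 without pollen replicate 2, both with the filter applied again. Direction could hardly change, since the rule for naming tags required all 3 libraries of one tissue above all 3 of the other. The most abundant tags were separated in the same way. A tag not tested under an alternative has no value there. Comparisons of 1-kb windows and of mature microRNAs, with all their alternatives, were not run. Neither a genome sequence nor a list of mature microRNA sequences was used here.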

Other observations

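Of the tests in this part, the 3 on tags with a count of 0 in 1 replicate were chosen only after the result was seen; the others were written down before theirs were known, though thinning to equal depth was added as an alternative after the data were seen. Some tests were read as undecided after their results were seen. They were those of embryo zeros, of 24-nt tags with an extra base in embryo, of the 16-nt reads and of the share called after thinning in the pollen comparisons.

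For each pair of tissues, the 6 libraries can be split into 3 and 3 in 10 ways, and 4 of these splits part all 3 same-numbered pairs as the tissue split does. In each of the 3 comparisons 1 of the 4 splits, the real one, gave as many tags with an adjusted p under 0.05. The other 3 gave 0 tags, with 119 to 963 tags at an unadjusted p under 0.05 in the leaf comparison, 0 to 3 in pollen against expanded leaf and 0 to 4 in pollen against wrapped leaf. The remaining 6 splits, which part 1 pair each, gave 0 tags as well, with up to 1252, 21 and 5 at an unadjusted p under 0.05. With so few splits the share cannot fall under 0.05, so a chance arrangement of the libraries cannot be excluded by this count alone. For pollen, the correlations between libraries argue against it. They ran from 0.972 to 0.980 within pollen and from -0.388 to -0.195 between pollen and leaf libraries.

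Depth was tested by thinning the 6 libraries of each comparison to the smallest total. The share of tested tags that were called was then 5.29% in wrapped against expanded leaf, 94% in pollen against expanded leaf and 95.9% in pollen against wrapped leaf, close to 5.51%, 93.6% and 95.2% at full depth. GC content was tested across tags, which are not independent replicates. Its Spearman correlation with the log2 fold change was -0.203 in wrapped against expanded leaf, -0.0233 in pollen against expanded leaf and 0.0864 in pollen against wrapped leaf, each within the limit of 0.3 set beforehand. For pollen the share called lies near its upper limit and could hardly move, so the share could not decide the matter there. The numbers called fell, for example from 19868 to 14755 tags lower in pollen than in wrapped leaf, with fewer tags tested. Still, at equal depth 18652 tags were higher and 10419 lower in pollen than in expanded leaf, and 18911 and 14755 against wrapped leaf. For these tags the calls argue against a difference in depth. In the leaf comparison the share called was not at such a limit. The numbers called fell there too, from 1077 higher and 814 lower to 798 and 539. The tags tested fell from 34325 to 25293. GC content did not reach its limit in any comparison, though a weak relation was present between the leaf stages.

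Some counts of 0 were not explained by low abundance. Among 18089 cases in which both other replicates of a tissue had a tag at 20 CPM or more, the remaining replicate had 355 counts of 0, or 1.96%. Counting error would give 5.48e-46 such counts. Nor did the values grade down to 0, because 0 cases lay above 0 and under 5% of the lower of the other replicates. The share ran from 0.313% in pollen replicate 1 to 5.85% in wrapped leaf replicate 1, and the tags at 0 there included some with a mean of up to 3953 CPM in the other replicates. The affected tags were related in sequence: 301 of the 355 shared 16 bases with another affected tag of the same library, while 1000 random draws of as many eligible tags gave 110.3 on average and at most 142. Loss of tags one by one at random would not give this, and a candidate explanation is the removal of groups of related sequences from single tables. That explanation was formed from the same data. Which step would do so was not tested, and the labels record no such step. No biological explanation was tested.

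One such sequence was at the other extreme. The 16-nt tag TAATTCATGATCTGGC made up 9.70% of expanded leaf replicate 1 (Wilson 95% interval 9.68% to 9.72%), and its lowest CPM in the other 5 leaf libraries was 0, as was its highest. The sequence was not of that library alone. Reads that began with these 16 bases, longer reads included, made up 13.5% of expanded leaf replicate 1, 0.152% to 0.196% of each of the other 5 leaf libraries and 0.00443% to 0.00771% of the pollen libraries, where the 16-nt tag itself had 42.4 to 74.2 CPM. The count of 0 of the 16-nt tag in 5 tables falls under the limit just described. Without the tag the 16-nt share of expanded leaf replicate 1 was 2.93%, no higher than the 2.93% to 5.12% of the other leaf libraries. This covers 16 nt alone, and a shift in lengths was not excluded: the library had 31.2% of its reads at 25 to 47 nt, against 39.7% to 53.7% in the other leaf libraries, and 45.1% at 20 to 24 nt, against 32.7% to 43.8%. The origin of the tag was not tested.

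Expanded leaf replicate 1 correlated less with its replicates than they did with wrapped leaf. Tags with a count of 0 could have caused this, so the correlation was repeated over 31936 tags counted in all 6 leaf libraries. The lower of its 2 correlations with the other expanded leaf libraries was then 0.761, against 0.946 between those and 0.910 to 0.935 within wrapped leaf. Zeros did not account for its position. A difference in age or handling of the pooled plants, in library preparation, or a mislabelled sample was not tested, and its nearest library was still expanded leaf replicate 3.

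Reads that begin with GGTGGCTGTAGTTTAGTGGTGAGAATTC, the first 28 bases of the most abundant embryo tag, had longer 3-prime ends in wrapped than in expanded leaf, by a mean of 0.440 nt (exact permutation p = 0.1, the smallest possible; all 3 libraries above all 3). In wrapped leaf 40.1% to 48.3% of these reads had 36 nt or more, in expanded leaf 24.1% to 33.9% and in embryo 87.6%. Of 102 other families that shared their first 28 bases and had at least 500 reads in each leaf library, 85 (83.3%) were longer in wrapped leaf too, by a median of 0.202 nt over all 102. A size selection that differed between the leaf groups is consistent with this, and the shift of this family cannot be told apart from it; it was larger than that of 77.5% of the other families.

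With at least 10 reads in all 3 libraries of a tissue and 0 reads in the 6 libraries of the other replicated tissues, 12993 tags were found in pollen, 265 in wrapped leaf and 2 in expanded leaf. In embryo, 72 of the pollen tags and 1 of the wrapped leaf tags were counted. These numbers carry the limit on counts of 0 given above, and they cannot be compared between tissues. Each leaf stage had to be at 0 in the other leaf stage, with which it correlated at 0.668 to 0.882, while pollen was set against leaf alone. The rule also used raw reads at unequal depth. Wrapped leaf replicate 3, with 17976009 reads, made a count of 0 there harder to reach.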
